A study of Mus musculus with 33 samples.

How the data were processed

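RNA was measured in 33 libraries of mouse microglia, the resident macrophages of the brain. Per the labels' protocols, brains of C57BL/6 mice were dissociated without enzymes, microglia were isolated by fluorescence-activated sorting, RNA was extracted with TRIzol, and cDNA was amplified with the SMART-Seq v4 kit before tagmentation with Nextera XT and paired-end sequencing. This chemistry carries no molecular identifiers, so reads copied from 1 molecule were counted separately and all intervals and floors given here cover counting error only. The labels of every sample give the sex as female.

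Each of the 33 files held whole-number counts of reads per gene, which the authors deposited without normalization. The layout of each file, with 4 summary lines for unassigned reads and 3 columns of counts (1 ignoring strand and 1 for each strand), is that of the gene counts written by the STAR aligner. The aligner's version, the genome build and the annotation were not given in the sources used here. The files listed 54146 versioned Ensembl gene identifiers. Of these, 52480 were found with the same version in GENCODE release M21 (GRCm38), 54079 were found when the version was ignored, and 67 were not found. Gene symbols and coordinates were taken from that release, and all coordinates are 1-based on GRCm38. The column that ignores strand was used, since each strand column held close to an equal share of the reads. Antisense and overlapping genes are therefore uncertain, and so are genes with near-identical copies, because reads that map to several places were not counted. Reads in the 4 summary lines stayed out of library sizes and tests. The counts in genes made up 47.3% to 78.6% of all reads of a library.

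The samples were put into 10 groups from their titles: WT and IRF8KO at 3 months (4 libraries each), WT, IRF8KO, 5xFAD and 5xFAD/IRF8KO at 9 months (3 each), WT and Batf3KO at 3 months (3 each), and the conditional knockout at 3 months, with 3 libraries titled WT, whose genotype label reads IRF8flox and which are called flox here, and 4 titled Cre. The design, the tests, the alternatives, 15 tested gene lists with 1 list of sex-linked genes, and the rule for naming genes were fixed before the data were examined. A list of red blood cell genes, 2 models with added covariates, the test around Irf8 in the conditional knockout under other settings and the tests named as such in the closing section were chosen afterwards.

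Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after filtering with its default rule for low counts and scaling with TMM factors. P-values were adjusted with the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called changed. Adjusted p-values throughout come from this test unless another tool is named. The 12 libraries aged 9 months were fitted in one model, so that they shared one estimate of the spread. The other comparisons were fitted on their own groups. There were 11 comparisons: 7 between genotypes, the interaction of 5xFAD with IRF8KO, a comparison of the WT groups of the IRF8KO and Batf3KO experiments at 3 months, and the differences between the IRF8KO effects at 9 and 3 months and between the IRF8cKO and IRF8KO effects. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Expression levels are given as CPM (counts scaled to a common library size) with TMM scaling within the model concerned, as mean ± SD over libraries. Levels of sex-linked transcripts and of abundant markers of other cells are CPM without TMM scaling. Where every library of the lower group had 0 counts, a fold is a lower bound computed from 3 counts over the whole group. Where that group had 1 to 3 counts, the ratio is given with its exact 95% counting interval. Medians of gene lists are also given with such sums raised to 3 counts.

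Genes were named by a fixed rule. Irf8 and Batf3 were reported in every comparison. Up to 3 genes with the largest rise and 3 with the largest fall were named among called genes with a mean of at least 5 CPM in the higher group and no overlap between the libraries of the groups. For differences between effects, the same numbers were named among called genes with at least 5 CPM in the highest group. A set of 16 further genes was fixed, namely P2ry12, Tmem119, Cx3cr1, Sall1, Siglech, Apoe, Cst7, Lpl, Clec7a, Itgax, Csf1, Axl, Spp1, B2m, Ifit3 and Cd74, with App and Thy1 among those added for 5xFAD.

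Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and with fry and with camera's estimated correlation as alternatives. The 120 tests, 15 lists in 8 genotype comparisons, were adjusted together. The lists covered homeostatic and disease-associated microglia, interferon response, antigen presentation, lysosome, dissociation response, cell cycle, border macrophages, neutrophils, monocytes, lymphocytes, neurons, oligodendrocytes, astrocytes and endothelial cells. The sex list (Xist, Y-linked and related genes) and the red blood cell list were used for levels only. Genes near a targeted gene were compared with all other tested genes by Fisher's exact test, two-sided, in windows of 10 Mb to each side.

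The alternatives were size factors of the DESeq2 type in edgeR, the Wald test of DESeq2 1.42.0, limma voom with sample quality weights, no filter on low counts, a filter of 5 CPM, the sum of both strand columns, thinning to the smallest library, all 33 libraries in one model, only the groups compared, a block for the replicate number, a block for the animal-number series of the conditional knockout, and leaving out each library in turn. A neutrophil and an oligodendrocyte score were added as covariates for IRF8KO at 3 months, and a sex score for the comparisons at 9 months. Other splits of the libraries were refitted, with at most 100 drawn. For differences between effects, libraries were split within each of the 2 pairs of groups, and also with 1 pair kept as labelled, an addition made afterwards. Random steps used fixed seeds.

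The model was tested on simulated data drawn from the real means, spreads and library sizes, with 200 genes changed. With the 8 libraries of the IRF8KO comparison at 3 months and 13121 genes, 14.5% of 4-fold and 75% of 16-fold changes were recovered, and none of the 2-fold changes. At 9 months, with 14604 genes, 14% of 4-fold and 49% of 16-fold changes were recovered for 5xFAD against WT, and 0% and 35.5% for the interaction. With 13128 genes in the Batf3KO comparison, 74.5% of 2-fold changes were recovered, and 28.5% of 2-fold and 92.5% of 4-fold changes with 15512 genes in the conditional knockout comparison. Unchanged genes made up 18.6% of the calls (13 genes) at 2-fold in the conditional knockout comparison, above the 5% that the threshold allows on average, and 1.96% to 7.51% in the other settings that recovered changed genes. At 2-fold in IRF8KO at 3 months the 1 call was an unchanged gene. In 15 simulations, each of the 15 raised lists was called and 0 unchanged lists were.

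Counts in genes ranged from 605376 in WT replicate 3 at 9 months to 18357762 in Batf3KO replicate 3, with a median of 8218106. At 605376 counts, 1 count was worth more than 1 CPM, so absence of a transcript at 9 months was judged on the sum of a group. Within groups, 39 pairs of libraries differed by 2.31 to 232 per degree of freedom in a chi-square test of their counts, so none was counted as 1 library deposited more than once. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and version 1.17.8 of data.table.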

Results

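Gene expression was measured by RNA sequencing in microglia sorted from mice in which the transcription factor IRF8 or BATF3 had been removed. IRF8 is an interferon regulatory factor of the myeloid lineage, and BATF3 is a leucine zipper factor that partners with IRF8 in dendritic cells. The 33 libraries fell into 10 groups. A germline Irf8 knockout (IRF8KO) and WT mice were profiled at 3 months (4 libraries each) and at 9 months (3 each). At 9 months, 5xFAD mice, which carry human transgenes with familial Alzheimer's disease mutations, were profiled with and without Irf8 (3 libraries each). Batf3KO mice and their own WT group were profiled at 3 months (3 each). The conditional knockout (IRF8cKO) carried a floxed Irf8 allele with or without a tamoxifen-inducible Cre driven by Cx3cr1, with tamoxifen given for 5 days from postnatal day 12, and was profiled at 3 months in 3 libraries labelled flox and 4 labelled Cre.

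Sequencing depth differed between experiments. Counts in genes were 2305663 to 16697746 in WT and 5957998 to 13070110 in IRF8KO at 3 months. At 9 months the range was 605376 to 5757466 in WT, 7165054 to 8206354 in IRF8KO, 1928739 to 11922037 in 5xFAD and 11723815 to 13077749 in 5xFAD/IRF8KO. The Batf3KO experiment was deeper, with 12939530 to 16429243 in WT and 15123546 to 18357762 in Batf3KO. The libraries labelled flox had 7896520 to 9285014 counts and those labelled Cre 7761112 to 11177375.

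The targeted genes were examined first in every library. Irf8 (ENSMUSG00000041515.10) lies on chromosome 8 from 120736358 to 120756694 on the plus strand of GRCm38 and overlaps the annotated gene Gm20388. At 3 months its level was 305, 227, 213 and 236 CPM in WT replicates 1 to 4 and 90.3, 90.3, 153 and 119 CPM in IRF8KO. At 9 months it was 681, 648 and 586 CPM in WT against 141, 16.7 and 75.9 CPM in IRF8KO, and 740, 600 and 565 CPM in 5xFAD against 99.8, 79.9 and 95.6 CPM in 5xFAD/IRF8KO. Every IRF8KO library lay below every WT library of its age. The exons deleted in this allele are not known here, and the counts cover the whole gene. Irf8 was 1100, 1040 and 949 CPM in the WT and 974, 930 and 1020 CPM in the Batf3KO libraries. In the conditional knockout, the libraries labelled flox had 1100, 1240 and 972 CPM. The library labelled Cre replicate 1 had 1130 CPM, within the range of the flox libraries and against its label, while those labelled Cre replicates 2, 3 and 4 had 444, 367 and 521 CPM.

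Batf3 (ENSMUSG00000026630.9; chromosome 1, 191097847 to 191108945, plus strand) had 23.5, 26.9 and 23.5 CPM in WT and 0.524, 0.44 and 0.5 CPM in Batf3KO. It was also low without Irf8. At 3 months Batf3 was 64.2, 26.8, 16.8 and 21.7 CPM in WT and 1.72, 0, 1.02 and 0.308 CPM in IRF8KO. At 9 months all 6 libraries without Irf8 had 0 Batf3 counts, against 18.8 ± 2.36 CPM in WT and 26.7 ± 1.96 CPM in 5xFAD (SD, n = 3 each). In the conditional knockout it went the other way, with 4.32, 4.57 and 1.93 CPM in the libraries labelled flox, 1.32 CPM in the library labelled Cre replicate 1 and 34.7, 67.6 and 47.5 CPM in the libraries labelled Cre replicates 2 to 4.

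**Figure D1:**
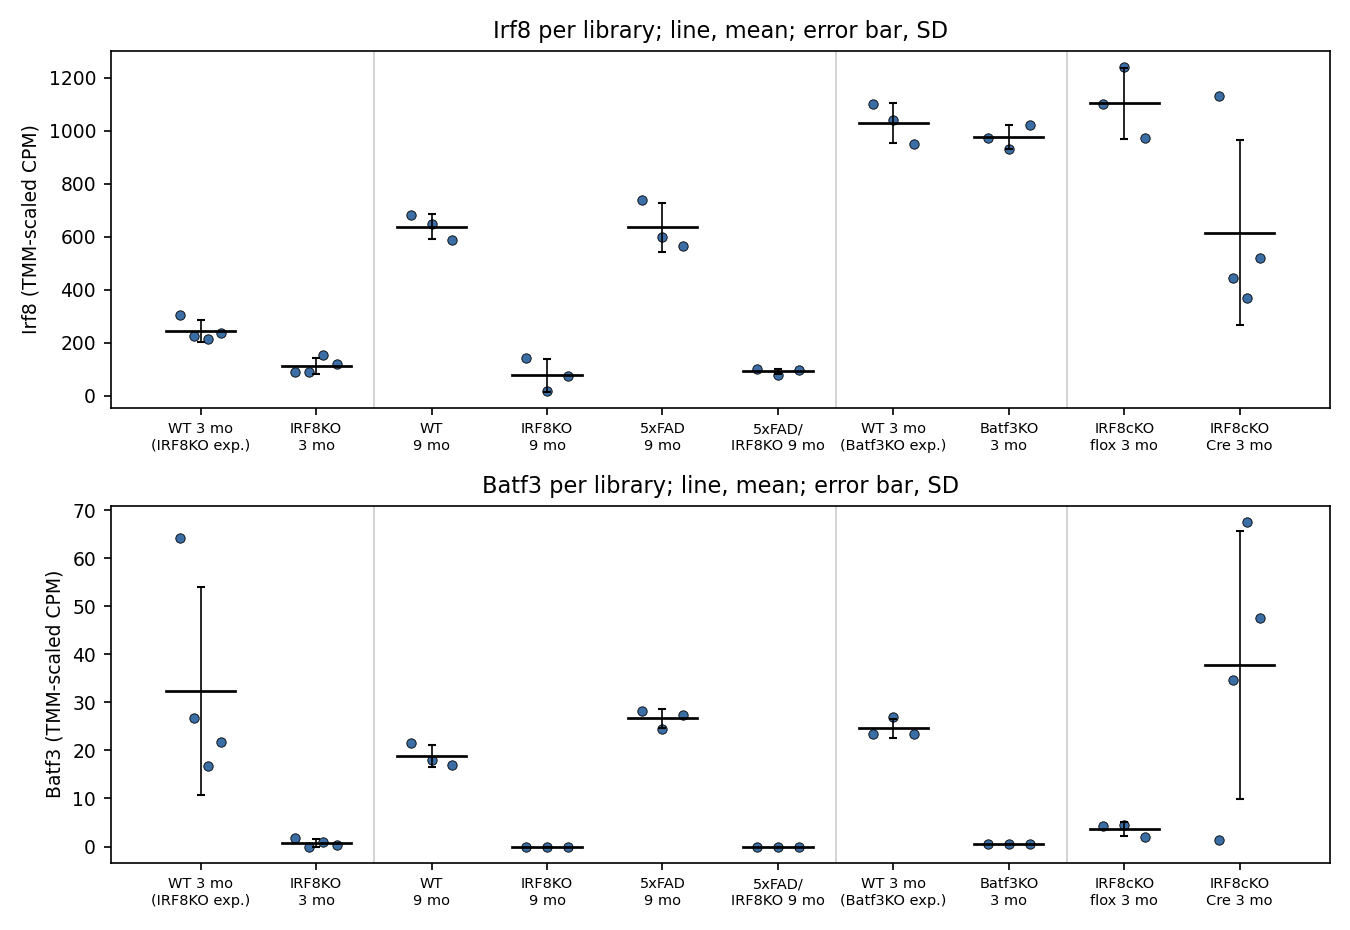
Irf8 and Batf3 in each of the 33 libraries, in TMM-scaled CPM on the y axis, by group on the x axis; points are libraries, and the horizontal lines and bars show mean and SD. IRF8KO libraries lay below WT of the same age for both genes, and the library labelled Cre replicate 1, at 1130 CPM of Irf8, lay among the libraries labelled flox.

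The content of the libraries differed between groups beyond the targeted genes. Homeostatic microglial genes, a list of 29 that were all at 5 CPM or more in WT of the Batf3KO experiment, took 14.4% ± 0.2 of gene counts in that WT group and 14.3% ± 0.0577 in Batf3KO (SD, n = 3 each). The share was 8.59% ± 2.79 in WT and 2.06% ± 0.616 in IRF8KO at 3 months (n = 4 each). At 9 months it was 13.8% ± 0.755 in WT, 16.1% ± 0.586 in 5xFAD, 1.5% ± 0.516 in IRF8KO and 1.59% ± 0.165 in 5xFAD/IRF8KO (n = 3 each). Neutrophil genes took 3.86% ± 2.04 in WT and 10.7% ± 4.06 in IRF8KO at 3 months. At 9 months they took 0.000214% ± 0.000244 in WT (7.32e-05% without WT replicate 3) and 0.000145% ± 0.000104 in 5xFAD, against 8.18% ± 1.44 in IRF8KO and 11.9% ± 3.36 in 5xFAD/IRF8KO. None of the 13 neutrophil genes reached 5 CPM in WT of the Batf3KO experiment. Red blood cell genes varied widely within groups. They took 6.41% ± 3.66 in WT and 5.04% ± 4.02 in IRF8KO at 3 months. At 9 months they took 0.00253% ± 0.00265 in WT (0.00114% without WT replicate 3), 8.3% ± 6.85 in IRF8KO (4.54% without IRF8KO replicate 2), 0.000259% ± 0.000319 in 5xFAD (7.71e-05% without 5xFAD replicate 3) and 4.86% ± 3.87 in 5xFAD/IRF8KO (2.77% without 5xFAD/IRF8KO replicate 3). Oligodendrocyte genes took 2.57% ± 2.57 in WT and 1.95% ± 1.39 in IRF8KO at 3 months, an order that rested on WT replicate 3 (6.33%), without which WT had 1.31%. At 9 months they took 0.0258% ± 0.00186 in WT, 0.904% ± 0.195 in IRF8KO, 0.0225% ± 0.00247 in 5xFAD and 0.542% ± 0.0674 in 5xFAD/IRF8KO.

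**Figure D2:**
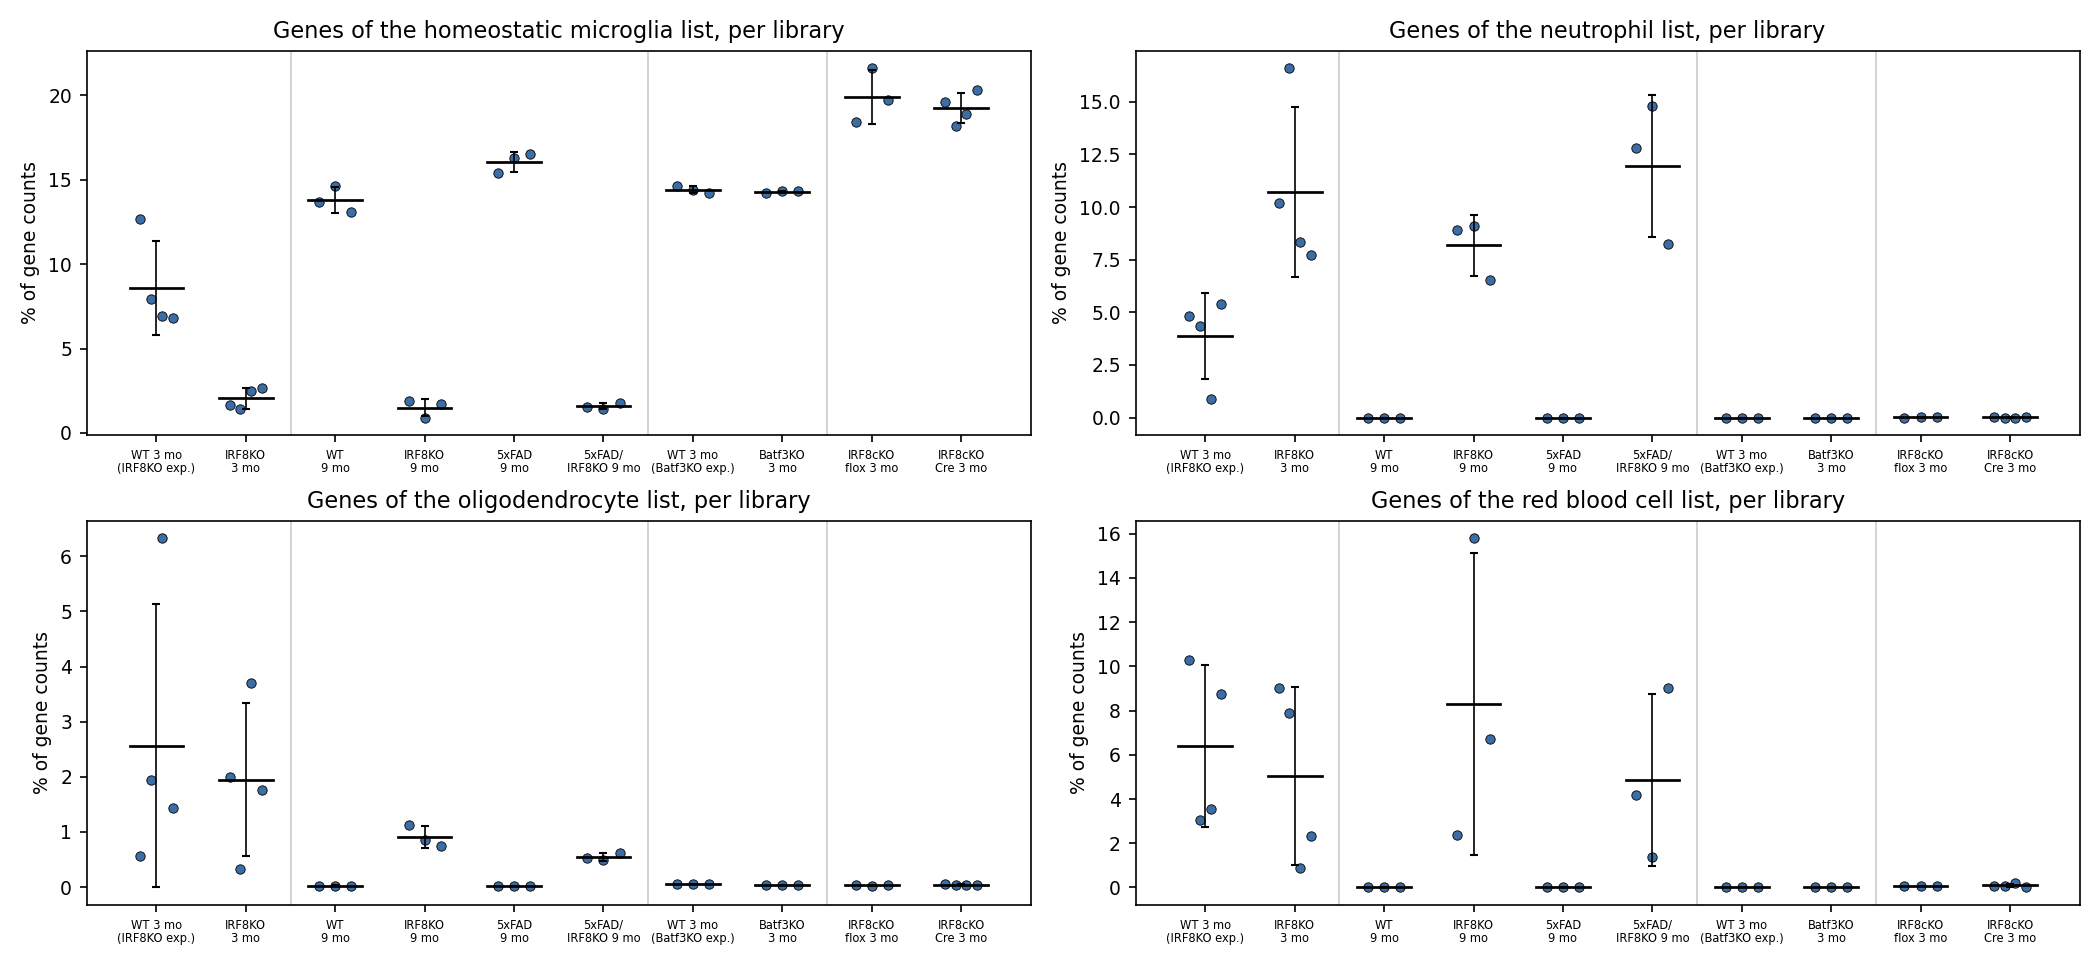
Share of gene counts (%) on the y axis taken by homeostatic, neutrophil, oligodendrocyte and red blood cell genes in each library, by group on the x axis; points are libraries, and lines and bars show mean and SD. At 9 months the neutrophil share was 8.18% in IRF8KO and 11.9% in 5xFAD/IRF8KO against 0.000214% in WT and 0.000145% in 5xFAD.

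Sex-linked transcripts also differed from the labels, which give every animal as female. CPM of these transcripts are given without TMM scaling. With a minimum of 10 CPM, Y-linked transcripts without Xist were present in 13 libraries, Xist without Y-linked transcripts in 16, both in 3 and neither in 1. At 9 months the WT libraries had 307, 275 and 278 CPM of Y-linked transcripts. Among the 5xFAD libraries, replicates 1 and 2 had 0 Y-linked counts with 76.2 and 104 CPM of Xist, while replicate 3 had 156 CPM of Y-linked transcripts and 6.74 CPM of Xist. All libraries of the Batf3KO and conditional knockout experiments showed Xist only.

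Because WT groups came from 3 experiments, the 2 WT groups aged 3 months were compared with each other. In edgeR's quasi-likelihood test, 6254 of 14621 genes were called between WT of the IRF8KO experiment and WT of the Batf3KO experiment, 3874 higher and 2380 lower in the former. Leaving out WT replicate 1, 2 or 3 of the Batf3KO experiment gave 3908, 3950 or 3995 called genes. Irf8 differed by -1.84 on the log2 scale (SE 0.274, adjusted p 0.000809) and Tmem119 by -2.31 (adjusted p 0.00102), while Apoe was higher by 3.56 (SE 0.52, adjusted p 0.00075). The largest rises were those of Retnlg (at least 24200-fold), Lcn2 (at least 21400-fold) and Chil3 (at least 14700-fold), each with 0 counts in WT of the Batf3KO experiment. P2ry12 differed by -0.01 (adjusted p 0.988). Each knockout was compared only with the WT group of its own experiment.

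Loss of Irf8 at 3 months addressed how the germline knockout changes adult microglia. Of 13121 genes, 970 were called, 545 higher and 425 lower in IRF8KO, and 3043 had an unadjusted p under 0.05. The number moved most when all 33 libraries shared one model (3300), apart from a model with other-cell scores that was added later (0). It depended on single knockout libraries: without IRF8KO replicate 1, 2, 3 or 4 the number was 305, 471, 468 or 501. Irf8 fell by 1.11 on the log2 scale (SE 0.299, adjusted p 0.0415), from 245 ± 40.9 to 113 ± 29.6 CPM (SD, n = 4 each), and Batf3 fell by 5.33 (SE 0.892, adjusted p 0.00543). The Irf8 call was near the threshold. It was lost without WT replicate 1 (-0.96) or 2 (-1.15), or without IRF8KO replicate 1 (-1.01), 2 (-1.05), 3 (-1.29) or 4 (-1.13).

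The largest rises at 3 months were those of Elane (chromosome 10, 79886247 to 79888215), at least 13100-fold higher at 1400 ± 1580 CPM against 0 counts in WT (adjusted p 0.00156), Siglec1 (chromosome 2, 131069220 to 131086765), at least 225-fold higher (adjusted p 0.00256), and Ctsg, higher by 10.10 (SE 1.39, adjusted p 0.0023). Elane and Ctsg encode proteases of neutrophil granules, and limma voom with quality weights called neither (adjusted p 0.0504 for Elane and 0.232 for Ctsg). The largest falls were those of Upk1b, at least 751-fold lower (adjusted p 0.00156), Spint1, at least 750-fold lower (adjusted p 0.000397), and Tnfrsf17, at least 209-fold lower (adjusted p 0.00198), each with 0 counts in the 4 IRF8KO libraries. Among the 16 fixed genes, P2ry12 (ENSMUSG00000036353.13, chromosome 3, 59216272 to 59262871, overlapping Med12l) fell by 3.04 (SE 0.402, adjusted p 0.00199), from 2580 ± 996 to 315 ± 39.2 CPM. Apoe (ENSMUSG00000002985.16, chromosome 7, 19696109 to 19699188) rose by 2.92 (SE 0.598, adjusted p 0.0132), from 7010 ± 3180 to 53200 ± 9940 CPM. Clec7a rose by 2.93 (adjusted p 0.00249), and Cst7 by 2.34 (adjusted p 0.0103). Sall1 fell by 4.85 (adjusted p 0.0268), a call lost without WT replicate 4 (-4.39) or IRF8KO replicate 4 (-4.70). Siglech fell by 2.12 (adjusted p 0.0113), a call lost without IRF8KO replicate 1 (-2.04). Lpl fell by 2.25 (adjusted p 0.018), a call lost without IRF8KO replicate 1 (-2.26) or 3 (-2.20). Csf1 rose by 2.21 (adjusted p 0.0302), and its call was lost without WT replicate 1 (2.20) or IRF8KO replicate 1 (2.17), 2 (2.29), 3 (2.35) or 4 (2.03). Counts of Cx3cr1, which overlaps several annotated genes, of Spp1 (Gm42793) and of Klk8 (2310002F09Rik) are uncertain for that reason, and the annotation gives Clec7a as a polymorphic pseudogene. Tmem119 (-1.01, adjusted p 0.106) and Cx3cr1 (-0.80, adjusted p 0.135) were not called, nor were Itgax, Axl, Spp1, B2m, Ifit3 and Cd74. Ifit3 became called without WT replicate 2 (2.43).

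At 9 months the same knockout was compared with WT of that age. Of 14604 genes, 4136 were called, 2868 higher and 1268 lower in IRF8KO. Without WT replicate 1, 2 or 3 the number was 2266, 2579 or 2727, with all 33 libraries in one model it was 6836, and with a sex score as a covariate, an alternative chosen after the data were seen, it was 2201. Irf8 fell by 3.04 (SE 0.545, adjusted p 0.00152), and Batf3 was at least 149-fold lower (adjusted p 0.00051). The largest rises were those of Ngp (at least 76200-fold, adjusted p 4.32e-06), Chil3 (at least 32000-fold, adjusted p 1.03e-05) and Ltf (at least 23900-fold, adjusted p 3.57e-06), with 0 counts in WT. Ngp and Ltf encode proteins of neutrophil granules. Chil3 belongs to a family of similar chitinase-like genes and is uncertain for that reason. Among the largest falls were those of Spint1 (at least 971-fold, adjusted p 0.000406) and P3h2 (at least 836-fold, adjusted p 2.36e-05), with 0 counts in IRF8KO. P3h2 overlaps Gm4524. Apoe rose by 6.43 (SE 0.409, adjusted p 1.43e-06), from 399 ± 77.6 to 34400 ± 8000 CPM, and P2ry12 fell by 5.05 (SE 0.381, adjusted p 4.07e-06), from 8420 ± 1720 to 254 ± 111 CPM (SD, n = 3 each). Tmem119 (-3.23), Cx3cr1 (-2.91), Siglech (-2.99) and Sall1 (-5.69) were lower, while Cst7 rose by 3.75, Clec7a by 2.57 and Spp1 by 5.04, all called. Cd74 fell by 4.58 (adjusted p 0.0292), but the call was lost without WT replicate 1 (-4.89), 2 (-4.38) or 3 (-4.67) or IRF8KO replicate 1 (-4.25) or 3 (-4.68). Lpl, Itgax, Csf1, Axl, B2m and Ifit3 were not called.

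The homeostatic list fell at both ages. Its median change was -1.13 at 3 months (-1.09 with zero sums at 3 counts), with 26 of 29 genes lower, 13 called over all genes and 18 when adjusted over the list alone (camera adjusted p 4.69e-09, fry 0.00115). At 9 months the median was -2.91 (-3.02), with 29 of 29 lower and 25 called over all genes, 29 adjusted over the list alone (camera adjusted p 2.23e-14). The neutrophil list rose by a median of 1.77 (2.23) at 3 months (camera adjusted p 5.37e-06) and 16.50 (13.10) at 9 months, where all 13 genes were called (camera adjusted p 1.98e-14). The cell cycle list rose by 1.81 (1.5) at 3 months (camera adjusted p 1.67e-05, fry 0.0854) and 5.21 (5.32) at 9 months (camera adjusted p 1.71e-07, fry 2.32e-06). The neuron list fell at 3 months, with a median of -1.81 (-1.7) and 12 of 13 genes lower (camera adjusted p 1.1e-05, fry 0.0251), and rose at 9 months, by 8.53 (8.53; camera adjusted p 2.93e-10). At 9 months the lists for astrocytes, with 7.44 (7.38; adjusted p 1.45e-07), oligodendrocytes, with 8.16 (7.02; adjusted p 4.06e-06), and monocytes, with 12.70 (8.53; adjusted p 6.59e-05), rose as well, while lysosome, with -1.48 (-1.55, adjusted p 1.21e-06), and antigen presentation, with -1.76 (-1.82, adjusted p 5.56e-05), fell. Of the 54 calls among the 120 list tests, 32 were also made by fry in the same direction and 0 with camera's estimated correlation. The disease-associated list, with 33 genes of which 27 were at 5 CPM or more in WT of the Batf3KO experiment, had a median of -0.20 (-0.06) with a mean of 0.20 at 3 months and a test in the downward direction (camera adjusted p 0.756). At 9 months its median was 0.43 (0.41) with 18 genes higher and 15 lower, not called by camera (adjusted p 0.524) and called by fry (0.0109).

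The effect of the knockout at 9 months was tested against that at 3 months, as a difference of effects. Of 15512 genes, 3717 differed, 2799 with the larger value at 9 months. Size factors of the DESeq2 type moved the median of all genes by 0.16, so changes of that size depend on the scaling. Apoe differed by 3.56 (SE 0.64, adjusted p 0.000699), Lpl by 3.40 and Spp1 by 4.03, and P2ry12 by -1.93 (SE 0.554, adjusted p 0.0176), Tmem119 by -2.13, Cx3cr1 by -2.03 and Cd74 by -3.98, all called. Irf8 (-1.84, adjusted p 0.0515) and Batf3 (adjusted p 0.0582) were not called. No sizes are given for Batf3, which had 0 counts in the IRF8KO libraries at 9 months. Irf8 became called without IRF8KO replicate 1 (-2.56) or 2 (-1.36) at 9 months, and Batf3 without WT replicate 1 or IRF8KO replicate 2 at 3 months. Without WT replicate 1 at 9 months, 2191 genes differed. Across 12585 genes, which are not independent replicates, the effects at the 2 ages had a Pearson r of 0.000884 and a Spearman rho of -0.0427. The sign of r was not stable and became negative when WT replicate 1 at 3 months (-0.0208), IRF8KO replicate 1 (-0.0398), 3 (-0.0211) or 4 (-0.0228) at 3 months, or IRF8KO replicate 1 at 9 months (-0.0208) was left out. Of 536 genes called at both ages, against 278 expected, 358 had the same sign (66.8%, exact 95% interval 62.6 to 70.8). The ages also differed in experiment, since the WT groups differed in their content as described above.

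**Figure D3:**
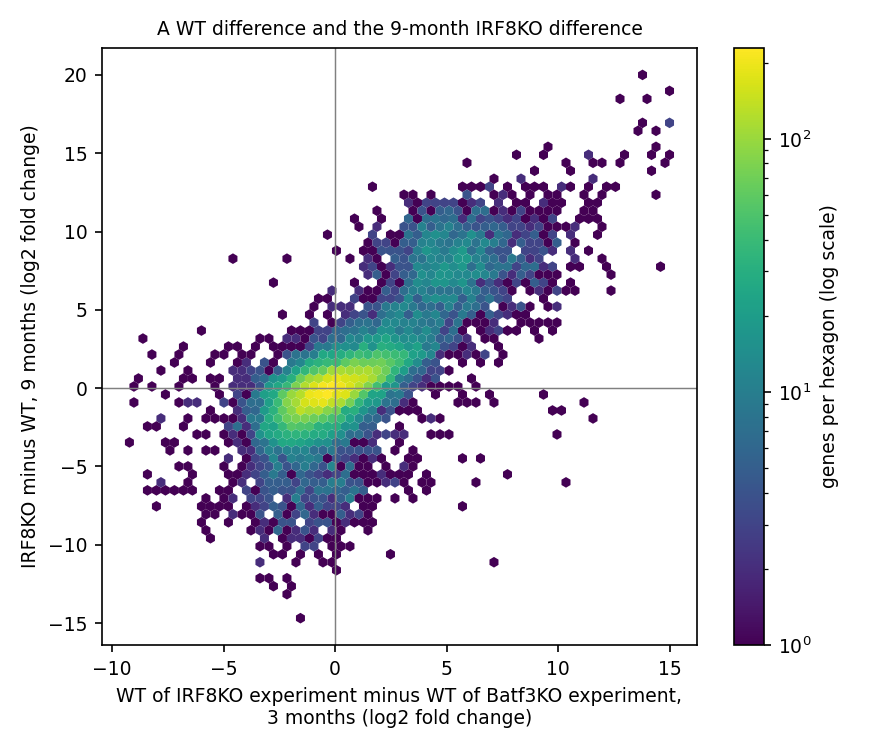
Each tested gene's log2 difference between WT of the IRF8KO experiment and WT of the Batf3KO experiment at 3 months (x axis, limited to 15 in either direction) against its log2 change in IRF8KO relative to WT at 9 months (y axis); shading gives the number of genes per bin. Points lie along the diagonal, with a Pearson r of 0.769 across 13561 genes.

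The 5xFAD transgenes were then compared with WT at 9 months, to measure the response of microglia to amyloid pathology. Of 14604 genes, 290 were called, 264 higher and 26 lower in 5xFAD, and 1637 had an unadjusted p under 0.05. With size factors of the DESeq2 type 205 were called, 166 higher and 39 lower. Pearson r between libraries of a group was 0.948 to 0.98 in WT and 5xFAD, and 0.694 to 0.757 in the groups without Irf8. These 4 groups shared 1 estimate of the spread in the reported model. A model of only the 6 WT and 5xFAD libraries called 4546, so genes not called here were not shown to be unchanged. With a sex score, chosen after the data were seen, 2 were called. The number rested on every library, and without WT replicate 1, 2 or 3 it was 3, 6 or 3, and without 5xFAD replicate 1, 2 or 3 it was 102, 2 or 4. Cst7 (ENSMUSG00000068129.5, chromosome 2, 150570415 to 150578944) rose by 5.73 (SE 0.475, adjusted p 0.000532), from 11 ± 3.15 to 560 ± 309 CPM, and Apoe by 3.98 (SE 0.365, adjusted p 0.000816), from 399 ± 77.6 to 6330 ± 2490 CPM (SD, n = 3 each). Both stayed called whichever library was left out. Clec7a rose by 1.92 (adjusted p 0.0226), a call lost without WT replicate 1 (1.85), 2 (1.93) or 3 (1.92) or 5xFAD replicate 2 (2.16) or 3 (1.27). B2m, which overlaps Patl2, rose by 1.37 (adjusted p 0.0139), a call lost without WT replicate 1 (1.35), 2 (1.42) or 3 (1.28) or 5xFAD replicate 2 (1.34) or 3 (1.24). Fos fell by 5.31 (SE 0.654, adjusted p 0.0083), a call lost without 5xFAD replicate 2 (-5.01) or 3 (-5.33). Hspa1b (-6.90, adjusted p 0.0153) and Hspa1a (-6.60, adjusted p 0.0158) were lower. These are near-identical copies and the reads assigned to each are uncertain. Xist, which overlaps its antisense transcript Tsix, had 2 counts in WT, a ratio of 384 (exact 95% counting interval 106 to 3170, adjusted p 0.035), and Igf1 (overlapping Igf1os) had 3 counts in WT, a ratio of 42.8 (14.5 to 209, adjusted p 0.0348). Leaving out any 1 of the 6 libraries removed the calls of Xist (7.30 to 8.99), Igf1 (4.83 to 6.43), Hspa1b (-7.26 to -5.93) and Hspa1a (-7.00 to -5.45). Irf8 (-0.01), Batf3 (0.50), P2ry12 (0.18), Tmem119 (0.17), Cx3cr1 (-0.76), Spp1 (2.85, adjusted p 0.141) and App (-0.83, adjusted p 0.169) were not called. The transgenes are human, and whether any of their reads were counted under mouse App was not tested. The disease-associated list rose by a median of 1.42 (1.27 with zero sums at 3 counts), with 32 of 33 genes higher, 15 called over all genes and 23 adjusted over the list alone (camera adjusted p 5.42e-20, fry 7.94e-05). The homeostatic list had a median of 0.05 (0.02), a mean of -0.09 and a test in the downward direction (camera adjusted p 0.491). The 5xFAD effect was also set against that of IRF8KO at 3 months. Across 12585 genes Pearson r was -0.175 and Spearman rho -0.285, and of 68 genes called in both comparisons, against 22 expected, 6 had the same sign (8.82%, exact 95% interval 3.31 to 18.2). These comparisons differ in age and in experiment.

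Loss of Irf8 in 5xFAD mice addressed whether the response to amyloid depends on the factor. Between 5xFAD/IRF8KO and 5xFAD, 4054 genes were called, 2635 higher and 1419 lower in 5xFAD/IRF8KO, and without 5xFAD replicate 1, 2 or 3 the number was 2485, 2325 or 2691. With the sex score it was 2234. Irf8 fell by 2.79 (SE 0.539, adjusted p 0.00256) and Batf3 was at least 300-fold lower (adjusted p 0.000347). S100a9 (at least 143000-fold, adjusted p 5.02e-07), Chil3 (at least 82100-fold) and Lcn2 (at least 28000-fold) rose most, and Upk1b (at least 7230-fold, adjusted p 6.54e-06), Sall1 (at least 2310-fold, adjusted p 0.00141) and Klk8 (at least 1890-fold, adjusted p 0.000607) fell most. P2ry12 fell by 4.47 (SE 0.371, adjusted p 6.67e-06), Cst7 by 1.60 (SE 0.384, adjusted p 0.00888) and B2m by 1.38 (SE 0.206, adjusted p 0.000448), while Apoe rose by 2.63 (SE 0.343, adjusted p 0.000162) and mouse App by 2.14 (SE 0.272, adjusted p 0.000134). Clec7a rose by 0.99 (adjusted p 0.0474), a call lost without 5xFAD replicate 1 (0.76) or 2 (0.75) or 5xFAD/IRF8KO replicate 1 (1.02), 2 (0.88) or 3 (1.05). Axl was not called (-4.34, adjusted p 0.0722) and became called without 5xFAD/IRF8KO replicate 2. No size is given for that, since Axl was at 0 CPM in the rest of the group. Thy1 had 1 count in 5xFAD, a ratio of 895 (160 to 35400, adjusted p 0.000429). The homeostatic list had a median of -2.94 (-3.05 with zero sums at 3 counts; camera adjusted p 1.61e-11, 24 genes called over all genes and 25 adjusted over the list alone). The disease-associated list had a median of -0.71 (-0.53; camera adjusted p 0.0242, fry 0.0111), with 18 genes called over all genes and 20 adjusted over the list alone, and camera did not call it without 5xFAD replicate 3 (adjusted p 0.08). These changes were shared with those of IRF8KO against WT at 9 months. Across 14604 genes Pearson r was 0.812 and Spearman rho 0.725, and of 2648 genes called in both comparisons, against 1150 expected, 2632 had the same sign (99.4%).

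Between 5xFAD/IRF8KO and IRF8KO, which isolates the 5xFAD effect without Irf8, 24 genes were called, 18 higher and 6 lower, and 1853 had an unadjusted p under 0.05. Without IRF8KO replicate 1, 2 or 3 the number was 69, 102 or 126, and without 5xFAD/IRF8KO replicate 1, 2 or 3 it was 38, 66 or 140. It was 0 in edgeR with a replicate block, with only these groups or with the sex score, 0 with limma voom and 714 with DESeq2. None of the 16 fixed genes was called by edgeR: Apoe changed by 0.18 (adjusted p 0.894) and Cst7 by 0.38 (SE 0.376, adjusted p 0.757). With 1 library left out, Axl became called without 5xFAD/IRF8KO replicate 2 and Cd74 without 5xFAD/IRF8KO replicate 3 (4.85). No size is given for Axl, which was at 0 CPM in the other 5xFAD/IRF8KO libraries. The rises and falls with the largest size were those of genes at or near 0 counts in one group, namely Nlrp1a (at least 164-fold higher, adjusted p 0.0198), Ercc6l (at least 161-fold, adjusted p 0.0415), Zbtb25 (at least 148-fold, adjusted p 0.0183), Plxnb3 (at least 120-fold lower, adjusted p 0.0413), Nek8 (1 count, ratio 654, 117 to 25900) and Rubcnl (2 counts, ratio 376, 103 to 3110). Without 5xFAD/IRF8KO replicate 1 the calls of Ercc6l, Plxnb3 and Rubcnl were lost. No sizes are given for these fits, since each gene had 2 counts or fewer in one group. The disease-associated list had a median of 0.18 (0.17), with 23 of 33 genes higher, 0 called over all genes and 1 adjusted over the list alone (camera adjusted p 0.293). Camera called antigen presentation higher (0.57 and 0.57 with zero sums at 3 counts, adjusted p 0.0015, fry 0.0134), whichever library was left out. It also called lysosome (0.29 and 0.30, adjusted p 0.0178) and neutrophil genes (0.70 and 0.74, adjusted p 0.0041) higher, and neuron (-0.71 and -0.70, adjusted p 0.016), oligodendrocyte (-0.77 and -0.78, adjusted p 0.0197) and astrocyte genes (-0.86 and -0.88, adjusted p 0.023) lower, with fry at 0.0604, 0.152, 0.164, 0.0796 and 0.0908. Without 5xFAD/IRF8KO replicate 2 these 5 calls were lost (0.0543, 0.0564, 0.384, 0.247 and 0.121). The lysosome call was also lost without IRF8KO replicate 2 (0.0633) or 3 (0.12), the neutrophil call without IRF8KO replicate 3 (0.166), and the neuron call without IRF8KO replicate 2 (0.0898) or 3 (0.153). The oligodendrocyte call was also lost without 5xFAD/IRF8KO replicate 1 (0.0582) or IRF8KO replicate 2 (0.108) or 3 (0.0522), and the astrocyte call without 5xFAD/IRF8KO replicate 1 (0.0792) or IRF8KO replicate 1 (0.0884) or 2 (0.145). Across 14604 genes the 5xFAD effects with and without Irf8 had a Pearson r of -0.026 and a Spearman rho of -0.0437, and 1 gene was called in both, with opposite signs. Without 5xFAD/IRF8KO replicate 2 that r was 0.000741.

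The interaction tested the difference between those effects directly. Of 14604 genes, 64 were called, 28 with a larger and 36 with a smaller change in the absence of Irf8, and 2146 had an unadjusted p under 0.05. Size factors of the DESeq2 type gave 48 called genes, 30 larger and 18 smaller, so the balance of directions depended on the scaling. The number was 5, 4 or 5 without WT replicate 1, 2 or 3, 115, 128 or 174 without IRF8KO replicate 1, 2 or 3, 19, 2 or 5 without 5xFAD replicate 1, 2 or 3, and 20 or 189 without 5xFAD/IRF8KO replicate 1 or 3. With the sex score it was 1. The 5xFAD effect on Apoe was smaller by 3.80 without Irf8 (-3.80, SE 0.472, adjusted p 0.0113) and that on Cst7 differed by -5.35 (SE 0.583, adjusted p 0.0107), and both were called whichever library was left out. B2m (-1.23, adjusted p 0.0787), Clec7a (-1.58, adjusted p 0.154) and Spp1 (-4.38, adjusted p 0.108) were not called. Axl (-4.24) and Cd74 (3.25) were not called. Cd74 became called without 5xFAD/IRF8KO replicate 3 (3.84). Axl became called without 5xFAD/IRF8KO replicate 2, where the rest of that group was at 0 CPM, so no size is given. The disease-associated list differed by a median of -1.43 (-1.25), with 30 of 33 genes lower, 4 called over all genes and 19 adjusted over the list alone (camera adjusted p 1.02e-08, fry 0.00145). Its share of counts was 3.17% ± 0.271 in WT, 6.94% ± 1.02 in 5xFAD, 6.69% ± 1.62 in IRF8KO and 7.79% ± 0.231 in 5xFAD/IRF8KO (SD, n = 3 each).

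**Figure D4:**
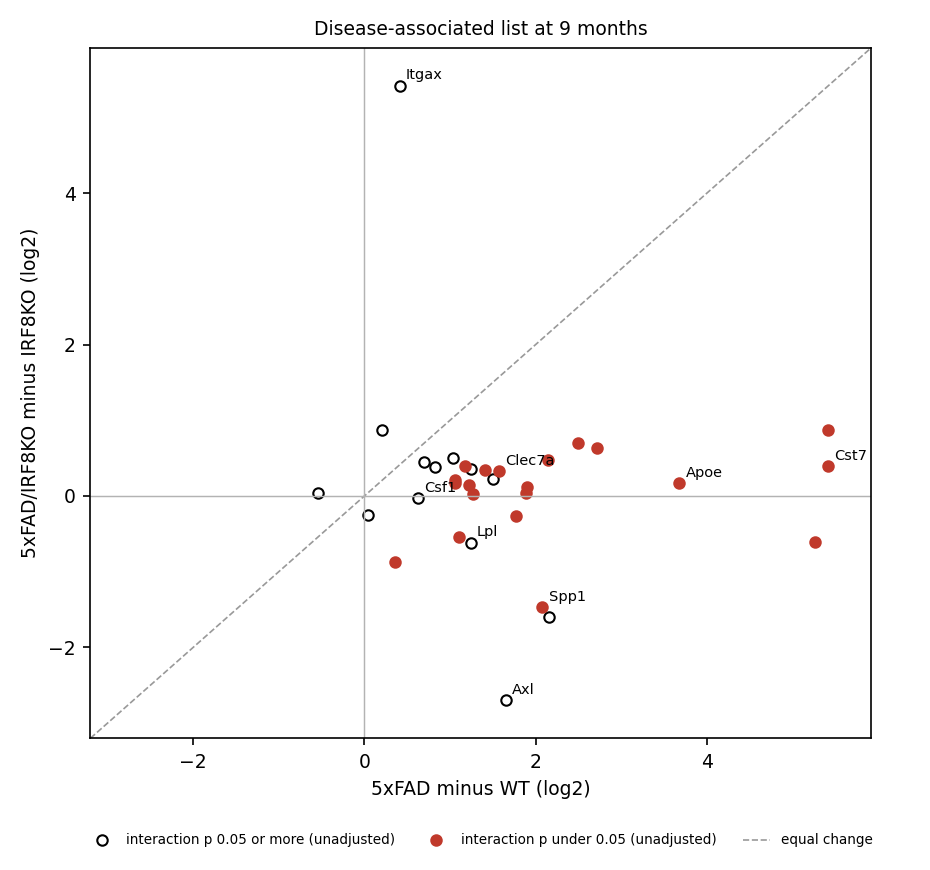
Log2 change of the 33 disease-associated genes in 5xFAD against WT (x axis) and in 5xFAD/IRF8KO against IRF8KO (y axis) at 9 months, with sums under 3 counts raised to 3; filled red points have an interaction with an unadjusted p under 0.05. Most genes lie below the diagonal, with a median change of 1.27 on the x axis and 0.17 on the y axis.

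Batf3KO was compared with its WT group to separate the part of the IRF8KO effect that passes through Batf3. Of 13128 genes, 503 were called, 185 higher and 318 lower, of which 170 changed at least 2-fold. With all 33 libraries in one model 10 were called. Without WT replicate 1 or 2 the number was 279 or 219, and without Batf3KO replicate 1 or 2 it was 223 or 254. Batf3 fell by 5.64 (SE 0.233, adjusted p 1.58e-08), and Irf8 did not change (-0.08, adjusted p 0.636). Hebp1 (ENSMUSG00000042770.8, chromosome 6, 135137522 to 135198022, overlapping Fam234b) fell by 4.37 (SE 0.139, adjusted p 1.49e-09), from 137 ± 10.2 to 6.68 ± 1.19 CPM (SD, n = 3 each). Gm16118, antisense within Wwox, had 2 counts in Batf3KO, a ratio of 197 (54.1 to 1630, adjusted p 8.08e-06). Ifi202b (chromosome 1, 173962568 to 173982744), a member of a gene family with close copies, was at least 120-fold higher at 7.84 ± 2.64 CPM (adjusted p 2.11e-05), G530011O06Rik, which overlaps Mid1, rose by 5.12 (SE 0.328, adjusted p 1.12e-06), and Clec7a rose by 2.79 (SE 0.268, adjusted p 4.88e-05), from 2.21 ± 0.9 to 15.1 ± 1.1 CPM. Itgax fell by 1.72 (adjusted p 0.00577) and Axl rose by 0.87 (adjusted p 0.00625). Lpl fell by 1.08 (adjusted p 0.018), a call lost without WT replicate 2 (-0.88) or Batf3KO replicate 2 (-1.01), and Cst7 (0.78, adjusted p 0.0714) became called without Batf3KO replicate 2 (0.99). The other fixed genes, including P2ry12 (-0.12) and Apoe (0.26), were not called. The homeostatic list had a median of 0.00 (0.01) with 17 of 29 genes higher (camera adjusted p 0.814).

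Called genes in Batf3KO were more frequent on chromosome 1, which carries Batf3, than on the others, with 51 of 800 tested genes called (6.38%) against 2.36% to 5.28%. Of these, 22 lay among the 89 tested genes between 170 and 180 Mb, 5 among 51 between 180 and 190 Mb and 1 among 33 between 190 and 200 Mb. Within 10 Mb of Batf3, 6 of 64 tested genes were called against 496 of 13059 elsewhere (odds ratio 2.62, two-sided Fisher's exact p 0.0351, adjusted over 3 tests 0.105). Within 20 Mb the odds ratio was 4.68 (exact p 7.08e-09) and within 5 Mb 2.04 (exact p 0.196). Around Irf8 no such excess was found, with 7 of 144 genes within 10 Mb at 3 months (odds ratio 0.638, exact p 0.334) and 45 of 159 at 9 months (odds ratio 0.999, exact p 1). Across 11077 genes the IRF8KO and Batf3KO effects at 3 months had a Pearson r of 0.0906 and a Spearman rho of 0.00268, and 72 genes were called in both, against 33.9 expected, of which 47 had the same sign (65.3%, exact 95% interval 53.1 to 76.1).

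**Figure D5:**
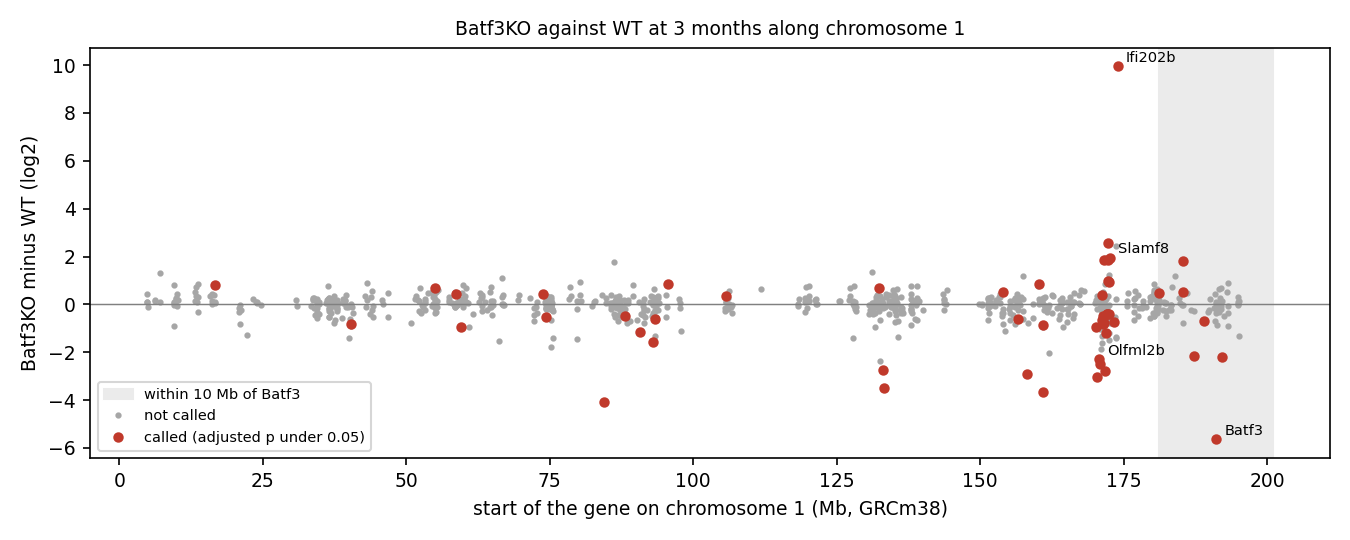
Log2 change of tested genes in Batf3KO against WT (y axis) along chromosome 1 (x axis, Mb, GRCm38), with called genes filled and the position of Batf3 marked. Called genes cluster between 170 and 180 Mb, where 22 of 89 were called.

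Removal of Irf8 after birth addressed whether microglia need the factor once they are established. Between the libraries labelled Cre and flox, edgeR called 0 of 15512 genes, while 1407 had an unadjusted p under 0.05, DESeq2 called 164 and limma voom with quality weights 257. Without a low-count filter edgeR called 618. The result rested on the library labelled Cre replicate 1, whose Irf8 level went against its label, and without it 952 genes were called. Irf8 differed by -0.84 (SE 0.319, adjusted p 0.421), from 1100 ± 136 CPM in the 3 libraries labelled flox to 616 ± 351 CPM in the 4 labelled Cre, and without the library labelled Cre replicate 1 by -1.32 (SE 0.186, adjusted p 5.81e-05). Batf3 was higher by 3.38 (SE 0.832, adjusted p 0.198), and by 3.78 without that library (adjusted p 3.72e-08). None of the 16 fixed genes was called with all 7 libraries. Without the library labelled Cre replicate 1, Apoe (-3.51), Cst7 (-2.21), Csf1 (-2.01), Lpl (-1.93) and Ifit3 (-1.02) were lower and Cx3cr1 (1.27), P2ry12 (0.63), Sall1 (0.90) and Axl (2.34) higher in the libraries labelled Cre. These directions rest on labels that the Irf8 level did not bear out for 1 library. The homeostatic list had a median of 0.08 (0.10, camera adjusted p 0.345) and the disease-associated list of -0.28 (-0.28), with 0 genes called over all genes and 10 adjusted over the list alone (camera adjusted p 0.0486, fry 0.00805). Camera did not call the disease-associated list without the library labelled flox replicate 1 (0.0682), 2 (0.0828) or 3 (0.093) or Cre replicate 1 (0.0663), 2 (0.0732) or 3 (0.061), and it called the homeostatic list without the library labelled Cre replicate 1 (0.025).

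The effect in the conditional knockout was set against that of the germline knockout at 3 months. Of 17361 genes, 1223 differed, 758 with a larger and 465 with a smaller value in the conditional knockout. The number was 471, 575 or 514 without the library labelled flox replicate 1, 2 or 3, and 797, 768 or 710 without the library labelled Cre replicate 2, 3 or 4. Batf3 differed by 8.75 (SE 1.37, adjusted p 0.00147), P2ry12 by 3.61 (SE 0.445, adjusted p 0.000482) and Apoe by -4.76 (SE 0.99, adjusted p 0.00854). Irf8 itself was not called (0.35, adjusted p 0.714). Without the library labelled Cre replicate 1, whose Irf8 level went against its label, 1135 genes differed and Irf8 was not called either (-0.11, adjusted p 0.919). Sall1 (5.64), Siglech (2.28), Cst7 (-3.70) and Csf1 (-3.62) were called, as was Cx3cr1 (1.94), whose call was lost without the library labelled flox replicate 1 (1.87) or 3 (1.86). Across 12065 genes the effects had a Pearson r of -0.236 and a Spearman rho of -0.157, and 309 of the 867 genes called in the germline knockout (35.6%) had the same sign in the conditional one. The direction of each of these values rests on the labels of the conditional knockout.

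The remaining lists gave the following results with camera, where the first value is the median log2 change and the second that with zero sums at 3 counts. The interferon list (19 of 30 genes at 5 CPM or more in WT of the Batf3KO experiment) was called in IRF8KO at 3 months (0.84 and 0.82, adjusted p 0.028), 5xFAD (0.94 and 1.18, adjusted p 0.0479), Batf3KO (0.42 and 0.48, adjusted p 0.0463) and the conditional knockout (-0.33 and -0.33, adjusted p 0.0056), and fry called it in none of these 4. It was not called without WT replicate 3 in IRF8KO at 3 months (0.263), without WT replicate 1 (0.0806) or 2 (0.123) or 5xFAD replicate 1 (0.0985) in 5xFAD, or without WT replicate 2 (0.136) or 3 (0.0821) in Batf3KO, and without Batf3KO replicate 3 its direction reversed (adjusted p 0.55). The lysosome list (36 of 37) rose in 5xFAD (0.38 and 0.40, adjusted p 0.00957, fry 0.0281) and fell in 5xFAD/IRF8KO against 5xFAD (-1.20 and -1.25, adjusted p 7.24e-07, fry 1.63e-05), and antigen presentation (18 of 20) fell there too (-1.33 and -1.36, adjusted p 0.00217, fry 0.000475). The latter rose in 5xFAD (0.65 and 0.89, adjusted p 0.0436, fry 0.0799), a call lost without WT replicate 1 (0.162) or 5xFAD replicate 3 (0.0766). Between 5xFAD/IRF8KO and 5xFAD, lists of neutrophils (16.70 and 14.80, adjusted p 3.61e-17), cell cycle (5.07 and 5.08, adjusted p 2.93e-10), neurons (7.94 and 7.88, adjusted p 1.65e-10), astrocytes (6.97 and 7.27, adjusted p 3.77e-07), oligodendrocytes (8.26 and 6.69, adjusted p 1.16e-05), monocytes (9.50 and 9.69, adjusted p 1.16e-05) and border macrophages (5.83 and 5.92, adjusted p 0.00643) rose, all called by fry. Neutrophil genes also differed in the interaction (0.70 and 1.79, adjusted p 0.032, fry 0.355), a call lost without WT replicate 3 (0.061), IRF8KO replicate 3 (0.337), 5xFAD replicate 1 (0.0985) or 5xFAD/IRF8KO replicate 1 (0.1) or 2 (0.129). The dissociation list (16 of 24) was lower in 5xFAD than in WT (-0.72 and -0.995, adjusted p 0.0014) and differed in the interaction (1.07 and 1.22, adjusted p 0.00183), with fry at 0.0789 and 0.0596. It was also lower in the libraries labelled Cre (-0.33 and -0.34, adjusted p 0.000702, fry 0.056) and higher in Batf3KO (0.12 and 0.11, adjusted p 0.0237, fry 0.11), the last not called without WT replicate 3 (0.18) or Batf3KO replicate 3 (0.06). Cell cycle genes (8 of 26) were lower in the libraries labelled Cre (-0.54 and -0.56, adjusted p 4.71e-05; fry 0.149), as were border macrophage genes (2 of 12; -1.98 and -2.06, adjusted p 9.41e-07; fry 0.0986). Border macrophage genes were higher in IRF8KO at 3 months (1.74 and 1.32, adjusted p 9.36e-05, fry 0.00086) and 9 months (4.89 and 5.00, adjusted p 0.0369, fry 9.2e-06). In Batf3KO, neuron (3 of 13; -0.96 and -0.96, adjusted p 4.77e-07, fry 0.00177), oligodendrocyte (5 of 9; -0.71 and -0.69, adjusted p 0.00608, fry 0.056) and astrocyte genes (5 of 10; -0.36 and -0.35, adjusted p 0.02, fry 0.0639) were lower, the last not called without WT replicate 2 (0.0681) or Batf3KO replicate 2 (0.163). The 2 neutrophil genes tested there were higher (0.94 and 0.94, adjusted p 0.00581, fry 0.00763), a call lost without WT replicate 1 (0.102) or 3 (0.0555). Astrocyte genes were higher in the libraries labelled Cre (0.23 and 0.25, adjusted p 0.0369, fry 0.0639), a call lost without the library labelled flox replicate 2 (0.145) or 3 (0.0957) or Cre replicate 1 (0.0721), 2 (0.0732) or 4 (0.0724). The lymphocyte list (3 of 14) was called in the conditional knockout alone (1.42 and 1.45, adjusted p 0.0417, fry 0.274), a call lost without the library labelled flox replicate 2 (0.105) or 3 (0.0855) or Cre replicate 2 (0.229), 3 (0.16) or 4 (0.34), and the endothelial list (2 of 10) by camera in none of the 8 comparisons, with fry calling it lower in IRF8KO at 3 months (0.000303) and higher in IRF8KO at 9 months (0.000535) and in 5xFAD/IRF8KO against 5xFAD (0.000996). None of the 10 monocyte genes, 1 of 6 sex genes and 4 of 5 red blood cell genes reached 5 CPM in that WT group. Lists shared 1 homeostatic, 3 disease-associated, 1 antigen presentation and 5 lysosome genes with another list.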

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

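Of the tests in this part, those on the conditional knockout (exchanged labels, 1 wrong label, depth), on RNA of other cells, on the spread of the disease-associated list, on sex and with 1 pair of groups kept as labelled were chosen after the result was seen.

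Single libraries far from the others of their group were sought in groups of 4, by the gap to the nearest library as a share of the group's range. Of 87 combinations of group and measure, 9 held such a library, where chance gives about 1 in 20. In the IRF8KO experiment at 3 months these were the counts in genes of IRF8KO replicate 3 (13070110, the others 5957998 to 6174584), Sall1 in WT replicate 4 (81 CPM, the others 29.4 to 36.6), Cst7 in IRF8KO replicate 2 (137 CPM, the others 50.4 to 60.6), Itgax in IRF8KO replicate 3 (0.955 CPM, the others 6.17 to 6.74) and Ifit3 in WT replicate 2 (48.2 CPM, the others 8.09 to 10.6). These 5 lay in different libraries and genes, except that IRF8KO replicate 3 appeared for depth and Itgax. No explanation was tested for them.

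The other 4 lay in the group labelled Cre. In the library labelled Cre replicate 1, Apoe was 11800 CPM (the others 990 to 1630), Cst7 120 CPM (the others 25.7 to 34) and the disease-associated share 6.69% (the others 4.45% to 4.73%), and Cd74 was 136 CPM in the library labelled Cre replicate 4 (the others 75.5 to 81.5). The library labelled Cre replicate 1 lay with the libraries labelled flox in Irf8, Batf3, Apoe and Cst7. Low depth was argued against: with all libraries thinned to one depth, its mean Pearson r across genes was 0.958 with the libraries labelled flox and 0.926 with the others labelled Cre, a difference of 0.0322 against an SD of 0.0069. One library wrongly labelled or not recombined may account for it, and without it Irf8 differed by -1.32, but this leaves open why Batf3 was higher and Apoe lower where Irf8 was lower. Labels exchanged between the Cre and flox libraries may account for that direction: across 861 genes called in the germline knockout at 3 months, which are not independent replicates, the effect without that library had r -0.427, and 525 genes (61%) had the opposite sign. The lower Irf8 of the libraries labelled Cre replicates 2 to 4 speaks against an exchange. Batf3 goes with one, at 1.93 to 4.57 CPM in the libraries labelled flox and 16.8 CPM or more in WT libraries of other experiments. So does Apoe, with means of 15100 and at most 7010 CPM. Late loss alone would not alter controls, but a difference between experiments could, so the 7 libraries cannot settle this. All 35 splits into groups of 3 and 4 reach by construction the 0 genes that edgeR called (1407 at an unadjusted p under 0.05). They say nothing about chance here. The split of the libraries labelled flox and Cre replicate 1 against those labelled Cre replicates 2 to 4 gave 1121.

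The interaction of 5xFAD with IRF8KO was called for 64 genes, among them Apoe (-3.80) and Cst7 (-5.35). The genes with the largest values by the fixed rule were Hspa1b (adjusted p 0.0107), Nlrp1a (adjusted p 0.0212), Ercc6l (adjusted p 0.0404), Rubcnl (adjusted p 0.0404), Zfp874a (adjusted p 0.029) and Nek8 (adjusted p 0.0429), each with few or no counts in 1 or more groups. No sizes are given for these genes, since so few counts in a group do not fix a fold. Hspa1b lost its call without 5xFAD replicate 2, and Nlrp1a without any 1 of the WT or 5xFAD libraries. Rubcnl, Zfp874a and Nek8 each lost theirs without any 1 of the WT or 5xFAD libraries or 5xFAD/IRF8KO replicate 1. Ercc6l lost its call without any 1 of the same 7 libraries or 5xFAD/IRF8KO replicate 2. Of 100 splits drawn within the pairs with and without Irf8, 3 gave as many called genes, the other 2 with 210 and 75. Both of these kept WT and 5xFAD apart, and most splits break the 5xFAD effect in mice with Irf8 as well, so they do not test the interaction alone. With WT and 5xFAD as labelled, 5 of the 20 arrangements of the libraries without Irf8 gave as many, up to 300. Each of these arrangements keeps the 5xFAD effect in mice with Irf8, which alone can give called genes. They therefore cannot decide whether chance gave the count. With the libraries without Irf8 as labelled, 1 of the 20 arrangements of WT and 5xFAD gave as many, the real one, with up to 4 in the others. A larger spread of the IRF8KO libraries was argued against for the disease-associated list. The SD of the list's mean log2 CPM was 0.186 in WT, 0.33 in 5xFAD, 0.0636 in IRF8KO and 0.321 in 5xFAD/IRF8KO, and with each group's own variance the 5xFAD effects on that mean differed by -1.71 (SE 0.289, Welch p 0.00162, 3 libraries per group). Sex was uneven across the groups, with Y-linked transcripts in all 3 WT libraries, in 1 of 3 5xFAD libraries, in 2 of 3 IRF8KO libraries (1 with Xist as well) and in all 3 5xFAD/IRF8KO libraries (2 with Xist as well). For the list it was argued against as the whole cause, since with the sex score as a covariate that mean still differed, by -2.24 (SE 0.384, p 0.000636, 12 libraries). For the genes called one by one sex stays open: with the score edgeR called 1 gene (1169 at an unadjusted p under 0.05), Cst7 stayed called (-6.21, adjusted p 0.0241) and Apoe did not (-4.34, adjusted p 0.172). Also open are a dependence of the response on Irf8, and a baseline raised without it that could limit a rise. The list's mean log2 CPM was 6.71 in WT, 7.81 in IRF8KO, 8.54 in 5xFAD and 7.92 in 5xFAD/IRF8KO. A raised baseline does not cover the 15 of 33 genes lower in IRF8KO than in WT. Other-cell RNA in both groups without Irf8 stays open too. It is confounded with genotype and could hide a response in microglia. The lists of other cells are given below.

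The IRF8KO effect differed between 9 and 3 months for 3717 genes. The genes with the largest values were Ngp (adjusted p 6.64e-06), Gm19445 (0.000524), Gm45182 (0.00137), Gm3325 (0.00208), Ccr1l1 (0.00305) and Nrap (0.00385), and P2ry12 (-1.93), Tmem119 (-2.13), Cx3cr1 (-2.03), Apoe (3.56), Lpl (3.40), Spp1 (4.03) and Cd74 (-3.98) were called too. Gm19445, Gm45182, Gm3325 and Nrap overlap other genes. In 1 of 100 splits drawn, the real one, as many genes were called, with 2608 in the largest of the others, so chance can be excluded for the count. With the libraries aged 9 months as labelled, 1 of 70 arrangements of those aged 3 months gave as many, the real one, but the others had a median of 2296 and up to 3314 called genes, so much of the count came with the labels at 9 months whatever those at 3 months were. With the libraries aged 3 months as labelled, 1 of 20 arrangements of those aged 9 months gave as many, the real one, with a median of 0 and up to 3314 in the others. A difference in library content between experiments may account for much of it. The change in IRF8KO at 9 months had r 0.769 across 13561 genes with the difference between the WT groups aged 3 months, and of 2685 genes called in both, against 1620 expected, 98.7% had the same sign. An effect of age, which the design names, stays open as untested apart from experiment.

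The conditional knockout's effect differed from that of the germline knockout for 1223 genes. Spint1 (adjusted p 0.000533), Upk1b (0.000883), Slamf8 (0.00133), Clec2i (0.00472), Siglec1 (0.000818) and Rab44 (0.000899) had the largest values, and Batf3 (8.75), P2ry12 (3.61), Cx3cr1 (1.94), Sall1 (5.64), Siglech (2.28), Apoe (-4.76), Cst7 (-3.70) and Csf1 (-3.62) were called too. Rab44 lost its call without the library labelled flox replicate 2 (-7.39), and Cx3cr1 without that labelled flox replicate 1 (1.87) or 3 (1.86). In 1 of 100 splits drawn, the real one, as many genes were called, with 939 in the largest of the others. These splits break the germline effect as well. With the germline groups as labelled, 2 of the 35 arrangements of the conditional knockout gave as many, the other with 1390, and the median of the others was 634, so chance cannot be excluded for the part that the conditional knockout adds. With the conditional knockout as labelled, 1 of the 70 arrangements of the germline groups gave as many, the real one, with up to 613 in the others. The directions rest on the labels of the conditional knockout, and exchanged labels (r -0.427) may contribute. The time of deletion, which the design names, stays open.

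Reads outside the counts in genes were higher in some groups than in their controls. Reads mapping to several places made up 24.4% in IRF8KO at 9 months (WT 4.86% to 5.2%), 19.1% in 5xFAD/IRF8KO (5xFAD 5.92% to 6.85%), 6.39% in 5xFAD (WT as above) and 4.1% in Batf3KO (WT 4% to 4.02%). Unmapped reads made up 10.5% in IRF8KO (6.49% without IRF8KO replicate 1; WT 1.62% to 2.42%) and 4.75% in 5xFAD/IRF8KO (5xFAD 1.88% to 2.27%), reads in no gene 7.33% in 5xFAD/IRF8KO (5xFAD 5.72% to 6.05%), and ambiguous reads 7.66% in 5xFAD (WT 6.13% to 6.34%). With 3 libraries against 3, chance separates the groups completely in 10% of cases. The multimapping share averaged 25.1% in WT of the IRF8KO experiment at 3 months, so it followed the kind of library and not genotype alone. A library difference that also separates the WT groups (r 0.769) is consistent with it.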

How the results depend on the processing

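The scores for other cells, the sex score and the test around Irf8 in the conditional knockout were alternatives chosen after the data were seen. The others were planned. The cause of the changes below was not tested, except that a model of fewer libraries or with more terms has fewer degrees of freedom by construction.

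Apart from leaving out libraries, 64 of the alternative counts of called genes stayed within 1.5 times the reported count and 46 did not. For named genes, 2448 values kept their direction and side of the threshold, 116 lost and 83 gained a call, and 1 reversed: Csf1 in IRF8KO at 3 months, -0.50 with other-cell scores. For lists 394 stayed, 82 lost and 7 gained a call.

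With DESeq2 the counts were 2049 (IRF8KO at 3 months), 900 (5xFAD), 714 (5xFAD/IRF8KO against IRF8KO), 904 (interaction), 842 (Batf3KO), 164 (libraries labelled Cre against flox) and 2162 (conditional against germline). With limma voom they were, for the same comparisons up to the conditional knockout, 1680, 3821, 0, 11, 984 and 257. Without a filter they were 1655, 163, 320, 238, 998 and 618. With a filter of 5 CPM, 38 genes were called in 5xFAD/IRF8KO against IRF8KO and 111 in the interaction, and with the stranded sum 37 in the former. Thinned libraries gave 178 in 5xFAD and 112 in the interaction. With only the groups compared, 5xFAD gave 4546 and 5xFAD/IRF8KO against IRF8KO 0. With all 33 libraries in one model the counts were 3300 and 6836 (IRF8KO at 3 and 9 months), 806 (5xFAD), 6783 and 1452 (5xFAD/IRF8KO against 5xFAD and IRF8KO), 1082 (interaction), 10 (Batf3KO), 3 (libraries labelled Cre against flox) and 6342 (9 against 3 months). With the sex score they were 2201 (IRF8KO at 9 months), 2 (5xFAD), 2234 and 0 (5xFAD/IRF8KO against 5xFAD and IRF8KO) and 1 (interaction). With other-cell scores 0 were called in IRF8KO at 3 months by edgeR, with 862 at an unadjusted p under 0.05.

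Replicate numbers did not pair the libraries: correlations of deviations ran from -0.0512 to 0.167 in 4 pairs at 3 months, -0.0577 to 0.0902 in 18 at 9 months, -0.153 to -0.0255 in 3 of the Batf3KO and -0.0387 to 0.167 in 3 of the conditional knockout experiment. A block for them gave 105 (5xFAD), 0 (5xFAD/IRF8KO against IRF8KO), 9 (interaction), 216 (Batf3KO) and 293 (conditional against germline), and r -0.152 between IRF8KO at 3 months and 5xFAD. A block for the animal-number series of the conditional knockout gave 0.

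Correlations between effects under a filter of 5 CPM were 0.102 (IRF8KO at 3 and 9 months), -0.28 (IRF8KO and conditional knockout), 0.021 (IRF8KO and Batf3KO), 0.851 (IRF8KO with and without 5xFAD) and -0.042 (5xFAD with and without Irf8). With DESeq2 the first was 0.0208, the fourth 0.785 and the last -0.0062. Camera with an estimated correlation called 0 of the list tests, against 54 with the preset one and 38 with fry. The odds ratio around Batf3 was 2.04 (exact p 0.196) in a window of 5 Mb and 4.68 (exact p 7.08e-09) in one of 20 Mb. In the conditional knockout edgeR called 0 genes with all 7 libraries, with 1407 at an unadjusted p under 0.05, so the test around Irf8 had no called genes there. In other settings the odds ratio within 10 Mb was 0.612 (exact p 1) with DESeq2, 0 (exact p 0.187) with limma voom, 0.358 (exact p 0.187) without a filter and 0.616 (exact p 0.31) without the library labelled Cre replicate 1.

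Leaving out 1 library at a time gave 305 to 1128 called genes in IRF8KO at 3 months, 2266 to 4126 at 9 months, 2 to 102 in 5xFAD, 2325 to 4055 in 5xFAD/IRF8KO against 5xFAD, 38 to 140 against IRF8KO, 2 to 189 in the interaction, 219 to 596 in Batf3KO, 0 to 952 between the libraries labelled Cre and flox, 3908 to 6529 between WT groups, 2191 to 4053 for 9 against 3 months and 471 to 1780 for conditional against germline. Between 48 and 58 list tests were called. Correlations ran from -0.0398 to 0.0384 (IRF8KO at 3 and 9 months), -0.261 to -0.194 (IRF8KO and conditional knockout), 0.0624 to 0.131 (IRF8KO and Batf3KO), 0.761 to 0.814 (IRF8KO with and without 5xFAD), -0.0452 to 0.000741 (5xFAD with and without Irf8) and -0.199 to -0.128 (IRF8KO at 3 months and 5xFAD). The interferon list in Batf3KO had an adjusted p of 9.03e-05 to 0.55 and reversed at the latter, without Batf3KO replicate 3. Of the named genes, 2109 values kept their call, 117 lost and 30 gained one.

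Depth limited detection at 9 months, where WT replicate 3 had 605376 counts, and a transcript without counts in that group was not detectable at this depth.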

Other observations

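The tests on RNA of other cells and on scores for neutrophil and oligodendrocyte genes were chosen after the result was seen, and so were the sex score models.

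The change in IRF8KO at 9 months covered 4136 genes. RNA of other cell types in these libraries is a candidate explanation for many of them. All 9 lists of other cells had a median log2 change over 1 with sums under 3 counts set to 3, over the list genes with more than 3 counts in either group whether tested or not, with 13.10 for neutrophils, 13.70 for red blood cells, 8.53 for neurons, 7.70 for monocytes, 7.38 for astrocytes, 7.02 for oligodendrocytes, 5.00 for border macrophages, 3.95 for lymphocytes and 2.59 for endothelial cells. The summed share of counts went the other way for the last 2, from 0.0841% ± 0.00348 to 0.0666% ± 0.0618 (0.0324% without IRF8KO replicate 1) for lymphocytes and from 0.0732% ± 0.00508 to 0.0449% ± 0.0109 for endothelial cells (SD, n = 3 each), so a rise of RNA from these 2 cell types was not shown. Abundant markers, in CPM without TMM scaling, were S100a8 (1.1 CPM in WT and 21600 in IRF8KO), Hbb-bs (12.3 and 45900) and Mbp (66.1 and 6300). In WT of the IRF8KO experiment at 3 months S100a8 was 13100, Hbb-bs 32700 and Mbp 21600 CPM, so these transcripts followed the kind of library as well as the genotype. A library difference that also separates the WT groups (r 0.769 across genes) fitted too. Only 1 of 10 splits gave as many called genes, but 3 against 3 libraries cannot give a share under 0.1, so chance cannot be excluded by this test. Of the genes also called between 5xFAD/IRF8KO and 5xFAD, which shares no library with this comparison, 99.4% had the same sign, which argues against chance for both.

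Dilution by such RNA was argued against as the whole cause of the lower homeostatic list at 9 months. Dilution alone lowers every gene alike, but 44.8% of the list (13 of 29 genes) lay more than 2 standard errors from its median, and the smallest fall was -0.48 for Fcrls. Loss of a homeostatic program without Irf8 may contribute, as a hypothesis.

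At 3 months a model with neutrophil and oligodendrocyte scores called 0 genes with edgeR, with 862 at an unadjusted p under 0.05. The neutrophil score was 0.528 to 0.856 in WT and 1.2 to 1.4 in IRF8KO, so the score and the genotype cannot be told apart. In 1 of 35 splits, the real one, as many genes were called as between IRF8KO and WT, so chance can be excluded.

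Sex may account for part of the 290 genes called between 5xFAD and WT, since Y-linked transcripts were present in all 3 WT libraries and in 5xFAD replicate 3 only. Of the 290, 100% changed in the same direction in 5xFAD replicate 3, but the genes were chosen with that library, so the test cannot decide. With the sex score as a covariate edgeR called 2 genes, with 1037 at an unadjusted p under 0.05. For the disease-associated list sex was argued against as the whole cause: with the sex score as a covariate its mean log2 CPM was still higher in 5xFAD, by 2.22 (SE 0.278, p 9.3e-05, 12 libraries), against 1.82 without it, and 32 of 33 genes were higher. Its median was 1.64 in replicate 3 against WT, 1.36 in replicate 1 and 1.26 in replicate 2. In 1 of 10 splits each, as many genes were called for 5xFAD against WT, for 5xFAD/IRF8KO against 5xFAD and for Batf3KO, with 1, 0 and 1 called genes in the largest of the other splits. These designs are too small for the splits to exclude chance. For 5xFAD/IRF8KO against IRF8KO it was 5 of 10, with up to 176 genes in the others, so chance cannot be excluded. In 1 of 35 splits as many were called between the WT groups, so chance can be excluded there.

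Sequence of another strain carried along with the targeted allele may account for some genes called in Batf3KO. The odds ratio was 2.62 within 10 Mb of Batf3 (exact p 0.0351, adjusted over 3 tests 0.105), 4.68 within 20 Mb (24 of 158 genes, exact p 7.08e-09) and 2.04 within 5 Mb (exact p 0.196). The excess was highest at 170 to 180 Mb, where 22 of 89 genes were called, a window noticed afterwards that overlaps the 20 Mb one, against 1 of 33 at 190 to 200 Mb, where Batf3 lies. Ifi202b, among the largest rises in Batf3KO, lies between 170 and 180 Mb. Around Irf8 no excess was found, with odds ratios of 0.638 at 3 months and 0.999 at 9 months, but this does not argue against such sequence there. At 3 months no 2-fold and 14.5% of 4-fold changes were recovered in simulated data, and at 9 months 28.3% of genes were called elsewhere in the genome.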
